A study of Escherichia coli str. K-12 substr. MG1655 with 12 samples. Its data were reported in "Spatial Chromosome Organization and Adaptation of Escherichia coli under Heat Stress" (2024).

How the data were processed

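RNA-seq was performed on Escherichia coli K-12 MG1655, a laboratory wild type, grown in LB medium. Cultures were grown at 37 °C to an OD600 of 2 and were then either kept at 37 °C or brought to 45 °C. The libraries were titled as early logarithmic or stationary phase. An OD600 of 2 at the split leaves the early logarithmic label in doubt, and the titles are used here as group names. The labels give sampling at 10 min and at 2.5 h for another kind of library of the study, and the paper gives these times for the RNA too, the earlier for the logarithmic and the later for the stationary phase. The 12 libraries fall into 4 groups with 3 replicates each: Norm_Log and Norm_Sta at 37 °C, and Therm_Log and Therm_Sta at 45 °C. Groups and replicate numbers were taken from the sample titles. Growth phase and time at 45 °C therefore change together in this design.

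The libraries were depleted of rRNA and were strand-specific. The authors trimmed reads with Cutadapt, aligned them with TopHat and Bowtie2 to the MG1655 genome, and computed FPKM values (fragments scaled by the length of the gene and by the mapped fragments of the library) for each gene with Cufflinks. The deposited table of each library holds the FPKM and the lower and upper ends of the interval that Cufflinks gives for it. Replicates were not pooled. Each table lists 4609 genes, of which 4607 IDs matched the RefSeq gene table of assembly ASM584v2 and 4597 had the same coordinates there. Coordinates below are those of the deposited tables, counted from 1. No genome sequence was used here, so genes with near-identical copies were not screened out.

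Read counts were not used here. The depth was instead read from the deposited FPKM intervals. The distance from the FPKM to the upper end equals 2 times the FPKM divided by the square root of the fragment number when counting error alone sets it, so each interval implies a fragment number. Between 73.6% and 77.2% of the implied numbers below 20 were whole within rounding. The relation of implied fragments to gene length gave an estimated 3.06e+06 to 5.87e+06 mapped fragments per library and an offset of 270.9 to 290.1 bp that Cufflinks takes off the gene length, as the mean fragment length. Genes shorter than the offset therefore have an effective length near 0, and few fragments give a high FPKM. Some intervals are wider than counting error gives, for a cause that was not tested, and the implied number is then too low: among 2879 genes of at least 400 bp and at least 20 implied fragments, 135 had under 80% of the number that their FPKM gives. These implied numbers describe the depth and were not given to a count test. An interval rounded beyond use (ssrA in 3 libraries) was replaced by the number that the FPKM gives.

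The FPKM values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model with 4 group means over all 12 libraries, eBayes with a mean-variance trend). Genes with a mean FPKM of at least 1 over the 12 libraries were tested, 4131 in all. Contrasts were the heat effect in each phase, the growth phase effect at each temperature, and the heat by phase interaction, which is the heat effect in stationary phase minus that in logarithmic phase. P-values are two-sided and were adjusted by Benjamini-Hochberg within each contrast, with 0.05 as the threshold. A fold change on this scale understates the change of genes with low FPKM. No block for the replicate number was fitted.

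4 gene sets and 1 list were used: 20 genes of the sigma32 heat shock response, 18 genes of the sigmaE envelope response, 29 genes of the rpoS general stress response, 54 ribosomal protein genes (53 of them tested), and a list of 19 genes for nucleoid-associated proteins (NAPs), MukBEF, MatP and sigma factors. The study names these genes or their proteins, except lrp, dps and hfq, which it does not name. The first 3 sets share 1, 2 and 3 genes with the list. Sets were tested with camera and an estimated correlation between genes, adjusted over the 20 set tests, and again with a preset correlation of 0.01 and with fry. Position along the chromosome was tested with all 4131 circular shifts of the gene order, which keep neighbouring genes together. The Ter region was taken as 1.2 to 2.2 Mb.

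The genes named in the text follow a rule: every gene of the list, the 5 largest rises and 5 largest falls for each heat contrast, and the 3 largest in each direction for the other contrasts, among genes with an adjusted p-value under 0.05, a mean FPKM of at least 10 and, except for the interaction, group ranges that do not overlap. Members of the gene sets are named where a set is described. The rule gave 38 picks, of which 22 had a mean under 20 implied fragments. A second selection by the same rule among genes with a mean of at least 20 implied fragments was made after the data were seen, and the text says where it is used.

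The sets, the list, the contrasts and the naming rule were fixed before the data were examined. So were these alternatives: other pseudocounts (0.1 and 10), no filter, a mean FPKM of at least 10, median ratio scaling, quantile normalization, rescaling to TPM, eBayes without a trend, a replicate block, only the 6 libraries compared, other Ter limits and leaving out each library in turn. Limits of 300 bp and of 20 implied fragments, the latter also with median ratio scaling, and implied fragments scaled by library size in place of FPKM (pseudocount 0.25) were added after the data were seen. The classes of gene length used below were also chosen then. The computation was tested on simulated tables drawn from the observed means and depths, with a set spread between replicates (dispersion 0.02). Of 200 genes changed 2-fold among 4093, 82.5% were recovered, with 4 calls among 3893 unchanged genes. These rates hold for that set spread and were not split by depth or gene length. They therefore do not measure how reliable calls are in short genes or in genes with under 20 implied fragments. Tables were handled with Python 3.11.15 and pandas 2.3.3.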

Results

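The transcription levels of E. coli were measured in 12 RNA-seq libraries, 3 for each of the 4 growth conditions Norm_Log, Norm_Sta, Therm_Log and Therm_Sta. The mapped fragments behind the FPKM values were estimated at 3.06e+06 in Norm_Sta replicate 3 to 5.87e+06 in Norm_Sta replicate 2. Each library listed between 506 and 641 of the 4609 genes at 0. There were 359 genes at 0 in all 12 libraries, and 352 of these were shorter than 250 bp. All 86 tRNA genes were listed at 0, so a value of 0 is not read here as an absence of transcription. Over the 3768 tested genes of at least 300 bp, the Pearson correlation of log2 values across genes was 0.973 to 0.987 between replicates of a group and 0.882 to 0.952 between libraries of different groups (genes are not independent replicates). No pair among the 66 pairs of libraries was identical. A principal component analysis of the same genes gave a first component with 42.9% of the variance and a second with 26.4%. Without the length limit, the correlations within and between groups overlapped. The lowest within a group was then 0.909 (Norm_Log), and the highest between groups was 0.911 (Norm_Log and Therm_Log).

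The FPKM of short genes rested on few fragments. The 567 genes under 250 bp held 38.0% to 60.2% of the summed FPKM of a library but only 0.175% to 0.447% of its implied fragments. In Norm_Sta replicate 2 and Therm_Sta replicates 2 and 3, ssrA is missing from the total of implied fragments. The share is too high there, which includes the 0.447% of Therm_Sta replicate 2. The highest share in the other libraries was 0.374% (Therm_Log replicate 1). Among these short genes, yobF (b1824, 144 bp, 1907448 to 1907591) had an FPKM between 382775 and 2.75e+06 on 11 to 43.9 implied fragments. Its length lies below the 270.9 to 290.1 bp that are taken off each gene length. Among the tested genes, 944 of 4131 had a mean under 20 implied fragments, and named genes of this kind are given with that number.

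**Figure D1:**
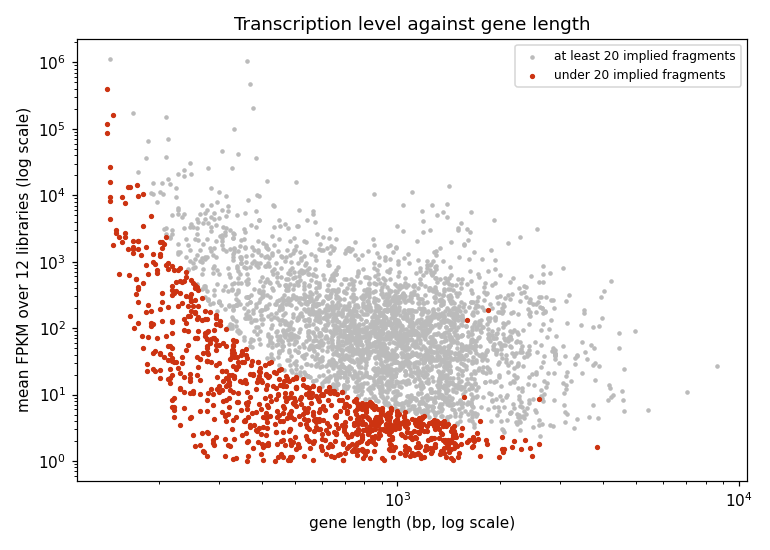
Mean FPKM over the 12 libraries (vertical, log scale) against gene length in bp (horizontal, log scale) for the tested genes. Genes with a mean under 20 implied fragments (944 of 4131, red) reach high FPKM where the length is short.

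The first question was how transcription changed under heat stress in the logarithmic phase. Between Therm_Log and Norm_Log, 650 genes were higher and 699 were lower (limma, adjusted p under 0.05), which is 32.7% of the genes tested, and 445 genes changed at least 2-fold. Of the alternatives, rescaling to TPM moved the lower count most, to 300. The higher count was 810 in implied fragments scaled by library size and 479 without Therm_Log replicate 1, the furthest in either direction. The share of higher genes among those called was 48.2%, and it was 64.9% after rescaling to TPM and 38.6% with median ratio scaling. The median log2 difference of all genes was 0.081.

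By the naming rule, ibpB (b3686, 3866469 to 3866897) rose most, from an FPKM of 8.01 ± 2.94 in Norm_Log to 2792 ± 2771 in Therm_Log (SD, n = 3 each), a log2 difference of 7.88 ± 0.57 (SE, limma adjusted p = 3.87e-06, higher in 3 of 3 libraries). The FPKM was 5989 in Therm_Log replicate 3, against 1294 and 1093 in replicates 1 and 2. The genes cadB (b4132, 4358697 to 4360031) and clpB (b2592, 2731600 to 2734173) rose by 5.56 ± 0.19 and 5.28 ± 0.14 on the log2 scale, where the implied fragments of clpB were only 6.19% of what its FPKM gives. The other 2 rises belonged to short genes with little depth. The gene cspG (b0990, 213 bp) rose by 7.69 ± 2.28 on a mean of 9.73 implied fragments, and yqfE (b2915, 231 bp) had a mean of 0.25 implied fragments and is listed at 0 in Norm_Log. The largest falls were in malE (b4034, 4245229 to 4246419, log2 difference -4.46 ± 0.37), yhiM (b3491, 3634841 to 3635893, -4.01 ± 0.19), yncJ (b1436, 231 bp, -3.94 ± 1.31 on 5.90 implied fragments), metF (b3941, -3.64 ± 0.25) and lamB (b4036, -3.40 ± 0.21). The groups of each of these genes did not overlap, which the naming rule requires and which 10% of genes show by chance. The call of cspG was lost in 5 of the 6 fits without 1 library, with a limma adjusted p up to 0.0939 without Norm_Log replicate 2. That of yncJ was lost in 3 of 6, with up to 0.113 without Norm_Log replicate 2. Among genes with at least 20 implied fragments, a choice made after the values were seen, cadA (b4131) and bssS (b1060, 255 bp) joined the rises with 5.25 ± 0.10 and 5.13 ± 0.47, and hyaF (b0977) joined the falls with -3.39 ± 0.17.

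The same comparison was made in the stationary phase. Between Therm_Sta and Norm_Sta, 1424 genes were higher and 590 were lower, 48.8% of the genes tested, and 802 genes changed at least 2-fold. This balance depended on the scaling. The median log2 difference of all genes was 0.30 in the FPKM as deposited and 0.047 with median ratio scaling, and with that scaling 916 genes were higher and 970 were lower. The share of higher genes was thus 70.7% as deposited, 48.6% with median ratio scaling, 48.7% with quantile normalization and 90.6% after rescaling to TPM. Differences in this phase are therefore also given relative to the median of all genes where their direction matters.

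By the rule, the 5 largest rises in the stationary phase were all in genes of at most 273 bp. The genes yabQ (b0057, 159 bp), ybaM (b0466, 162 bp), yciZ (b4596, 174 bp) and ymgA (b1165, 273 bp) are listed at 0 in Norm_Sta, with means of 0.712, 0.833, 0.499 and 10.7 implied fragments. The gene ariR (b1166, 267 bp) rose by 8.67 ± 1.48 on 19 implied fragments. Among the falls, yqhI (b4755, 144 bp) had an FPKM of 80255, 51359 and 61165 in the Norm_Sta libraries, on 1.31, 0.488 and 0.483 implied fragments, and is listed at 0 in Therm_Sta. The genes glnK (b0450, 339 bp, 11.4 implied fragments) and ytiA (b4715, 258 bp, 1.16) are also listed at 0 in Therm_Sta. The call of ybaM was lost in 6 of the 6 fits without 1 library, with a limma adjusted p up to 0.0560 without Therm_Sta replicate 3, and that of ytiA in 5 of 6, with up to 0.0759 without Norm_Sta replicate 1. The genes yhiM (-5.45 ± 0.19, limma adjusted p = 3.67e-08, lower in 3 of 3 libraries) and hyaE (b0976, 1036354 to 1036752, -4.39 ± 0.30) fell with more depth. With at least 20 implied fragments, chosen after the values were seen, the largest rises were in marR (b1530, 1619120 to 1619554, 6.14 ± 0.51) and the neighbouring genes ygbL, ygbM, ygbK and ygbJ (2861430 to 2865012, 5.79, 5.73, 5.58 and 5.44), and the falls also included asr (-4.30 ± 0.41), cysH (-4.17 ± 0.22) and hyaF (-4.08 ± 0.17).

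The growth phases were compared within each temperature. At 37 °C, 817 genes were higher in Norm_Sta than in Norm_Log and 1044 were lower, with 700 changed at least 2-fold. At 45 °C, 1227 genes were higher in Therm_Sta than in Therm_Log and 870 were lower, with 982 changed at least 2-fold. The share of higher genes was 43.9% at 37 °C and 58.5% at 45 °C, and it was 12.7% and 48.8% after rescaling to TPM. At 37 °C, tnaA (b3708, 3888730 to 3890145) fell from an FPKM of 35692 ± 720 to 497 ± 34.4 (SD, n = 3 each, log2 difference -6.17 ± 0.16), and glcE (b4468) rose by 6.17 ± 0.50. The other picks by the rule were bfd (b3337, 195 bp, 8.14 ± 1.86 on 3.54 implied fragments) and borD (b0557, 294 bp, -5.23 ± 0.80 on 8.32), while yqhI (a mean of 0.190 implied fragments) is listed at 0 in Norm_Log and srlB (b2704, 372 bp, 12.1 implied fragments) at 0 in Norm_Sta. At 45 °C, glcD (b2979) rose by 7.82 ± 0.33 and ariR by 8.75 ± 1.48, ymgC (b1167, 249 bp, 9.65 implied fragments) is listed at 0 in Therm_Log, and cadB, cadA and ibpB fell (-8.25 ± 0.19, -6.84 ± 0.10 and -6.06 ± 0.57).

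Whether heat acted differently in the 2 phases was tested with the interaction. It was positive for 959 genes and negative for 402, and 788 of them had a difference of at least 2-fold. With median ratio scaling, 791 were positive and 614 negative, so the share of positive differences was 70.5% as deposited, 56.3% with that scaling, 50.8% with quantile normalization and 84.3% after rescaling to TPM. By the rule, ibpB had a negative interaction (-8.38 ± 0.81), as did ykgM (b0296, 264 bp, -7.34 ± 1.76 on 1.40 implied fragments), and ariR a positive one (8.59 ± 2.1). The picks yqhI, ymgC and ychS (b1228, 276 bp, 3.74 implied fragments) are each listed at 0 in at least 1 group. The 2 heat contrasts share no library. Across the 4131 genes, their log2 differences had a Pearson r of 0.248 and a Spearman rho of 0.244. The circular shift p was 0.000242 for each, the smallest that 4131 shifts can give, and other shifts gave r between -0.061 and 0.116. Of 891 genes called in both phases, 601 (67.5%) changed in the same direction.

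The genes of chromosome organization and of the sigma factors were compared next. In the logarithmic phase, 12 of the 19 listed genes passed the threshold among all genes tested, and also 12 adjusted over the list alone. Most of the listed genes were discussed in the study on these samples, so the latter count is not independent evidence. Rescaling to TPM moved this count most, to 6. The largest rises were in stpA (b2669, 2798091 to 2798495), from 48.4 ± 9.67 to 911 ± 244 FPKM (SD, n = 3 each, log2 difference 4.19 ± 0.48, limma adjusted p = 9.04e-05), and rpoD (b3067, 3213047 to 3214888), from 270.0 ± 16.2 to 1817 ± 613 FPKM (2.70 ± 0.19). Both were higher in 3 of 3 libraries. The gene fis (b3261) rose by 0.69 ± 0.15. The genes cbpA (b1000, -1.57 ± 0.10), rpoE (b2573, -1.21 ± 0.11), hupB (b0440, -0.92 ± 0.18), hupA (b4000, -0.79 ± 0.18), dps (-0.73 ± 0.15), ihfA (-0.65 ± 0.09), rpoS (-0.58 ± 0.12), hfq (-0.50 ± 0.12) and lrp (-0.37 ± 0.09) fell. The HU genes hupA and hupB are 273 bp long, and in implied fragments scaled by library size their differences were -0.31 (limma adjusted p = 0.130) and -0.46 (0.0418), while over all alternatives the adjusted p lay between 0.000745 and 0.130 for hupA and between 0.000356 and 0.0418 for hupB. The calls of hupA, dps, ihfA, rpoS and hfq were lost with quantile normalization and with TPM, and that of lrp with TPM. In implied fragments scaled by library size hfq also lost its call (-0.18). The implied fragments of cbpA, mukB and rpoE were 40.9%, 60.5% and 72.4% of what their FPKM gives, so the setting with implied fragments is less reliable for them, and fis, ihfA, ihfB and hfq are under 310 bp long. No change past the threshold was found for matP (0.20 ± 0.15, limma adjusted p = 0.348), mukB (-0.17), mukE (0.22), mukF (0.23), hns (-0.36), ihfB (-0.30) or rpoH (0.20). With median ratio scaling mukB (-0.26) and ihfB (-0.39) passed it, and so did hns (-0.45) when that scaling was joined with the limit of 20 implied fragments. The gene mukB also passed with quantile normalization (-0.24), and ihfB without Norm_Log replicate 3 (-0.42). The ranges of the groups did not overlap for 17 of the 19 genes, including all 12 called, where chance gives 10% for a single unchanged gene. The 19 genes share the same libraries and scaling, and the rate over all genes was not computed. The count is therefore not independent support for the calls.

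In the stationary phase, 14 of the 19 genes passed the threshold among all genes and 14 adjusted over the list alone. The gene stpA rose by 3.27 ± 0.48, and hns (b1237, 1292509 to 1292922) fell from 15761 ± 942 to 5132 ± 1512 FPKM (SD, n = 3 each, -1.66 ± 0.19). The genes hupA (-1.14 ± 0.18), fis (-0.84 ± 0.15), cbpA (-0.76 ± 0.10), hupB (-0.71 ± 0.18), dps (-0.65 ± 0.15) and rpoS (-0.61 ± 0.12) fell, and rpoE rose by 0.90 ± 0.11. The rises of mukB (0.67 ± 0.08), rpoD (0.54 ± 0.19), matP (0.49 ± 0.15), mukE (0.43 ± 0.13) and ihfA (0.25 ± 0.09) include the shift of all genes. Relative to the median of all genes they were 0.37, 0.24, 0.19, 0.13 and -0.049. With median ratio scaling mukB kept its call (limma adjusted p = 0.000283, at most 0.00214 over all alternatives), while matP (0.255), mukE (0.316), rpoD (0.273) and ihfA (0.895) did not. The calls of matP, mukE and rpoD were also lost with quantile normalization (log2 differences 0.26, 0.13 and 0.40), that of ihfA with the limit of 20 implied fragments, and those of ihfA and mukE with only the 6 libraries compared. The lowest adjusted p over the alternatives was 0.000737 for matP, 0.00322 for mukE, 0.0074 for rpoD and 0.000165 for ihfA. Of the 6 fits without 1 library, 3 lost the call of matP, 2 that of mukE, 4 that of rpoD and 4 that of ihfA. The limma adjusted p was highest without Norm_Sta replicate 1 for matP (0.0684) and ihfA (0.109), without Therm_Sta replicate 2 for mukE (0.0731) and without Norm_Sta replicate 2 for rpoD (0.104). Their log2 differences were then 0.42, 0.22, 0.33 and 0.48. No change past the threshold was found for mukF (0.21), lrp (-0.21), ihfB (-0.20), hfq (0.14) or rpoH (-0.045). Of these, lrp (-0.48), ihfB (-0.47) and rpoH (-0.31) passed it with median ratio scaling, and lrp also with quantile normalization (-0.27). The gene hfq passed it with quantile normalization (0.41), TPM (0.60) and scaled implied fragments (0.37), against -0.13 with median ratio scaling. The gene mukF passed it with TPM (0.58) and without Norm_Sta replicate 3 (0.31), and lrp without Norm_Sta replicate 2 or without Therm_Sta replicate 3 (-0.28 each). The falls of dps and rpoS lost their calls with quantile normalization and with TPM, and those of hupB, fis and cbpA with TPM. The groups did not overlap for 17 of the 19 genes, including all 14 called. Between the phases, 10 of the 19 genes passed the threshold at 37 °C and 13 at 45 °C, with the same numbers adjusted over the list alone. At 37 °C, fis (1.31 ± 0.15), dps (0.58 ± 0.15) and ihfB (0.44) were higher in Norm_Sta than in Norm_Log. Lower were stpA (-1.35), matP (-1.04), hns (-0.68), hfq (-0.57), hupB (-0.52), rpoS (-0.43 ± 0.12) and mukB (-0.42). The call of hupB was lost with median ratio scaling (limma adjusted p = 0.0583) and in scaled implied fragments (0.0591). That of mukB was lost in scaled implied fragments (0.0685). In the other direction, rpoH passed with median ratio scaling (0.0240) and ihfA in scaled implied fragments (0.00937). At 45 °C, rpoE (1.99), ihfA (1.07), cbpA (0.76), dps (0.65), ihfB (0.53), mukB (0.42) and lrp (0.29) were higher in Therm_Sta than in Therm_Log. Lower there were stpA (-2.27), hns (-1.98), rpoD (-1.85), hupA (-0.75), matP (-0.75) and rpoS (-0.46). At 45 °C the call of lrp was lost with median ratio scaling (limma adjusted p = 0.120) and that of mukB in scaled implied fragments (0.164).

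**Figure D2:**
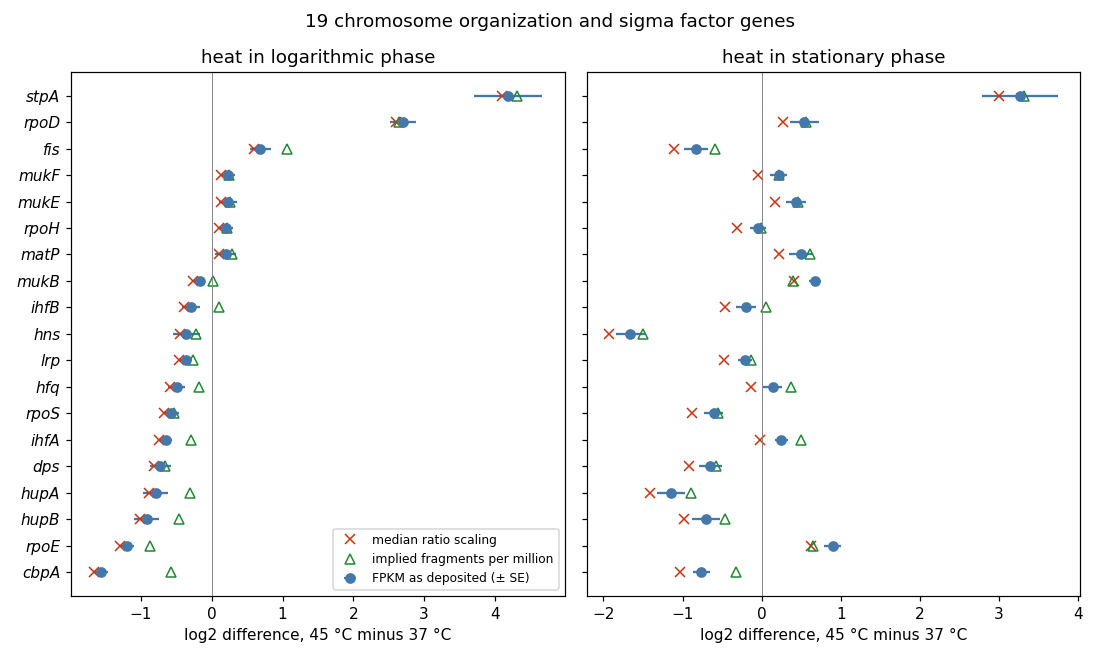
Log2 difference between 45 °C and 37 °C (horizontal) for the 19 listed genes (vertical) in the logarithmic (left) and stationary phase (right). Circles with bars are the FPKM as deposited ± SE, crosses median ratio scaling and triangles implied fragments scaled by library size, and stpA lies at 4.19 on the left and 3.27 on the right.

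The 4 gene sets were compared as groups. In the logarithmic phase, all 20 genes of the sigma32 heat shock set were higher in Therm_Log, each past the gene threshold, with a median log2 difference of 3.01, or 2.93 relative to the median of all genes. Among them dnaK rose by 4.26 ± 0.25 and groL by 4.51 ± 0.19. The members moved closely together (estimated correlation between genes 0.745), and camera with that correlation gave an adjusted p of 0.156. With an estimated correlation, 0 of the 20 set tests passed the threshold, and 6 had an unadjusted p under 0.05. With fry, 19 of the 20 did, the exception being the ribosomal protein set between the phases at 37 °C, and with the preset correlation 18 of the 20 did. In the stationary phase the median of the sigma32 set was -0.73, or -1.03 relative to all genes, and 3 of the 20 genes were higher, namely clpP, clpX and rpoD. At 37 °C it was 1.19 higher in Norm_Sta than in Norm_Log. Its interaction was -4.15, with a negative difference in 20 of 20 genes.

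The sigmaE envelope set had a median of -0.42 in the logarithmic phase and 0.61 in the stationary phase. In the latter phase 15 of 18 genes were higher. Relative to the median of all genes that median was 0.31. The rpoS general stress set fell with heat in both phases, with medians of -1.08 and -0.65, though 10 of its 29 genes were higher in the latter phase. The ribosomal protein set had medians of -0.25 and -0.53. The former was 0.091 with quantile normalization, so its direction was not stable.

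**Figure D3:**
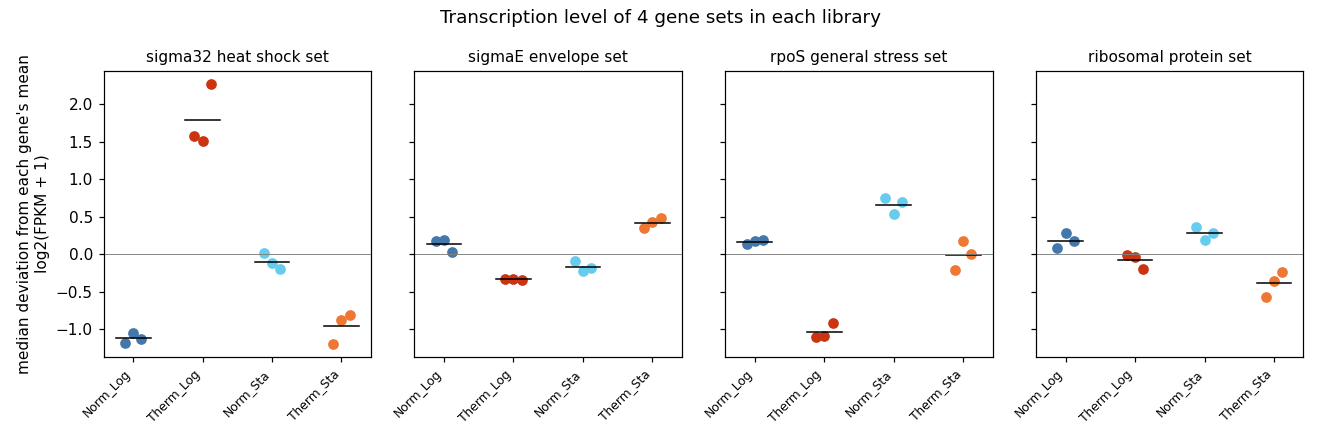
Median deviation of each gene set from the mean of each gene over the 12 libraries, in log2(FPKM + 1) (vertical), for the 4 groups (horizontal). Each point is 1 library and each line the mean of 3, and for the sigma32 set Therm_Log lies at 1.52 to 2.28 and Therm_Sta at -1.20 to -0.81, below Norm_Sta at -0.20 to 0.022.

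As the study asked about the Ter macrodomain, the 913 tested genes with a midpoint in this region were compared with the other 3218. The median log2 difference in Ter minus that elsewhere was -0.053 under heat in the logarithmic phase (circular shift permutation p = 0.343), 0.016 in the stationary phase (p = 0.638) and 0.18 between the phases at 37 °C (p = 0.150). Adjusted over the 3 tests, the p-values were 0.514, 0.638 and 0.450. With Ter taken as 1.3 to 2.1 Mb, the difference between the phases was 0.23 (unadjusted p = 0.0133).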

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

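All tests of explanations in this part, apart from the counts of other splits, were chosen after the results were seen.

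The heat effect differed between the phases for 1361 genes (interaction, limma adjusted p under 0.05). Of 100 splits of the libraries, drawn from 200 that regroup the temperatures within each phase, 2 gave as many genes, the real one included. The other was the real split with the temperatures of the stationary phase exchanged, which adds the heat effects of the phases instead of subtracting them and gave 1982 genes. The next split gave 917. The heat contrasts themselves allow 10 splits each, and 1 of 10, the real one, reached 1349 genes in the logarithmic and 2014 in the stationary phase, where the next split gave 8 and 2 genes. In the growth phase contrasts 1 of 10 splits reached 1861 genes at 37 °C and 2097 at 45 °C, where the next split gave 2 and 1 genes. A share under 0.1 cannot be reached with 10 splits, so for these 4 contrasts a fortuitous grouping cannot be told apart from an effect by splits alone.

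The sigma32 heat shock set rose with heat in every library of the logarithmic phase and fell in every library of the stationary phase, with an interaction of -4.15. As a set the difference did not pass camera with an estimated correlation. Library scaling is argued against as the cause, since the interaction was still -3.82 under the scaling that brought it nearest to 0. Few fragments are argued against, since the member with the fewest had a mean of 105 implied fragments. A single library is argued against, since the value nearest to 0 without any 1 library was -3.94. Exchanged temperature labels in the stationary phase would turn every response around. Over the other genes the responses of the 2 phases were positively correlated (r = 0.274), which speaks against an exchange as far as the phases share a response. What stays open is the time at 45 °C. The logarithmic phase was sampled 10 min and the stationary phase 2.5 h after the step, as set out with the methods, so this design does not separate growth phase from time at 45 °C. A transient response that has faded by the later sample is a candidate explanation for the missing rise, which was not tested. Fading alone would not bring the set below Norm_Sta. The set was 1.19 higher in Norm_Sta than in Norm_Log. On the scale of the plot of gene sets, Norm_Log lay at -1.18 to -1.05 and Norm_Sta at -0.20 to 0.022. Therm_Sta lay at -1.20 to -0.81, near Norm_Log. The fall in the stationary phase is thus measured against a rise at 37 °C.

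The sigmaE envelope set moved the opposite way, with an interaction of 1.04. It fell in every Therm_Log library and rose in every Therm_Sta library relative to the 37 °C libraries. The value nearest to 0 under another scaling was 0.83, so scaling does not account for it. As with sigma32, the time after the step stays open.

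Among the listed genes, 8 had different heat effects in the 2 phases. The interaction was -2.16 for rpoD, -1.52 for fis, -1.30 for hns, 2.1 for rpoE, 0.90 for ihfA, 0.84 for mukB, 0.81 for cbpA and 0.64 for hfq. Of these, hfq lost its call with median ratio scaling (0.46) and cbpA in implied fragments scaled by library size (0.26). In the other direction, the interactions of rpoH (-0.25) and hupA (-0.35) had not passed, and that of rpoH did with median ratio scaling (-0.42, limma adjusted p = 0.0323) and that of hupA in scaled implied fragments (-0.59, limma adjusted p = 0.0456). Which listed genes differed between the phases thus depended in part on the setting. The implied numbers of cbpA, mukB and rpoE were 40.9%, 60.5% and 72.4% of what their FPKM gives, so the setting with implied fragments is less reliable for them. No biological explanation of single genes was tested.

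Among the genes named for the heat contrasts and not listed at 0 in any group, 19 differed between the phases. The interaction was negative for ibpB (-8.38), clpB (-5.85), cadB (-5.54), cadA (-4.72), cysH (-3.94), bssS (-3.57), asr (-3.04), hyaE (-1.48), yhiM (-1.44) and hyaF (-0.69). It was positive for ariR (8.59), marR (5.77), ygbM (4.10), ygbK (3.72), ygbL (3.41), ygbJ (3.37), lamB (3.67), malE (3.13) and metF (2.97). Of these, yhiM (-4.01 and -5.45) and hyaF (-3.39 and -4.08) were picked in both the logarithmic and the stationary phase. The other genes were picked for large heat effects in 1 of the phases, which favours a difference between the phases. No explanation was tested for these genes. The pick yqhI is listed at 0 in Norm_Log, Therm_Log and Therm_Sta and was not counted. Its interaction passed the threshold (-15.95 ± 0.21, limma adjusted p = 1.06e-11), on at most 1.31 implied fragments in any library.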

How the results depend on the processing

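The contrast counts, gene sets, listed gene counts, Ter shifts and the likeness of the heat responses kept their direction and side of the threshold under the alternatives, with the exceptions below. Where no cause is stated, the cause was not tested.

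Counts moved by more than 1.5 times as follows. Rescaling to TPM gave 300 genes lower under heat in the logarithmic phase, 209 lower in the stationary phase, 212 higher between the phases at 37 °C, 813 higher at 45 °C, 171 with a negative interaction, and 6 listed genes changed in the logarithmic phase. With TPM the genes changed in either direction under heat in the logarithmic phase were 855, or 20.7% of those tested, against 1349 as deposited. Genes under 250 bp hold 38.0% to 60.2% of the summed FPKM by which TPM divides. Under heat in the stationary phase, median ratio scaling gave 916 higher and 970 lower, quantile normalization 866 and 913, and median ratio scaling with at least 20 implied fragments 853 and 962. For the interaction these settings gave 614, 700 and 655 negative. With a pseudocount of 10, 507 genes changed at least 2-fold under heat in the stationary phase and 465 between the phases at 37 °C, since a larger pseudocount shrinks the differences of low genes.

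The set tests depended on the correlation between genes. The medians are the same in each. With fry and with the preset correlation, tests passed the threshold for sigma32 (3.01, -0.73, 1.19, -2.91 and -4.15 in the order heat in logarithmic phase, heat in stationary phase, phase at 37 °C, phase at 45 °C and interaction), sigmaE (-0.42, 0.61, -0.26, 0.72 and 1.04), rpoS (-1.08, -0.65, 0.72 and 1.46, and with fry alone 0.57 for the interaction) and the ribosomal proteins (-0.25, -0.53, -0.40 and -0.38, without the phase at 37 °C). The median of the ribosomal proteins reversed to 0.091 under heat in the logarithmic phase with quantile normalization, and between the phases at 37 °C to -0.094 with quantile normalization and -0.45 with TPM, and ranged from -0.039 to 0.078 across the fits that each left out 1 library. It was -0.039 without Norm_Sta replicate 1 and -0.022 without Norm_Log replicate 1.

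The Ter shift under heat in the stationary phase reversed to -0.0094 with Ter as 1.3 to 2.1 Mb, and between the phases at 37 °C that limit gave 0.23, past the threshold (unadjusted permutation p = 0.0133).

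Single genes were followed through all alternatives in the contrasts in which the naming rule or the second selection picked them, and the listed genes in the 2 heat contrasts only. Within these limits 18 reversals were found, 2 of them in ihfA, which had passed the threshold. In the logarithmic phase they were mukB (0.023 in scaled implied fragments), hns (0.063 with quantile normalization) and ihfB (0.081 with quantile normalization and 0.11 in scaled implied fragments). In the stationary phase they were mukF (-0.051 with median ratio scaling, with or without the limit of 20 fragments, and -0.10 with quantile normalization), lrp (0.25 with TPM), ihfA (-0.020 with median ratio scaling, with or without the limit), ihfB (0.26 with quantile normalization, 0.26 with TPM and 0.060 in scaled implied fragments), hfq (-0.13 with median ratio scaling, with or without the limit) and rpoH (0.047 with quantile normalization, 0.41 with TPM, and from -0.15 to 0.046 across the fits without 1 library, with 0.046 without Therm_Sta replicate 1). Within the same limits, calls were lost in 73 cases and gained in 21. In the growth phase contrasts and the interaction, the listed genes were compared with median ratio scaling and scaled implied fragments alone, where further calls and directions changed and are not in these counts.

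Leaving out each library in turn changed calls of 8 named genes under heat in the stationary phase (6 lost and 2 gained) and of 3 in the logarithmic phase (2 lost and 1 gained).

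With the replicate block, 583 genes were higher and 643 lower under heat in the logarithmic phase, and 1360 and 554 in the stationary phase. No strong pairing by number was seen: the correlation of deviations between libraries with 1 number was -0.058 to 0.12, and above 0.1 in 2 of 18 pairs. Libraries with different numbers were not compared in this way, so a weak pairing, as from a shared culture, is not excluded. With the limit of 300 bp, 652 genes were higher and 674 lower in the logarithmic phase. The depth of short genes limits each value that rests on under 20 implied fragments.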

Other observations

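The tests in this part, apart from those of distance from the replication origin, were chosen after the results were seen.

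Several of the largest fitted differences belonged to genes with under 1 implied fragment on average: 5 of the 20 largest under heat in the logarithmic phase and 7 of 20 in the stationary phase. Genes with under 20 made up 7 of the 20 largest under heat in the logarithmic phase, 16 in the stationary phase, 10 and 8 between the phases at 37 °C and 45 °C, and 9 for the interaction. In genes under 250 bp, 1 fragment was worth a median of 131 FPKM, against 0.199 FPKM in genes of at least 1000 bp. An effective length near 0 is therefore a likely source of these values. The extreme case is yqhI, whose adjusted p of 3.15e-13 under heat in the stationary phase rests on at most 1.31 implied fragments in any library. A low p-value in such a gene is no evidence of change.

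Genes of 250 to 310 bp, the length of hupA, hupB, fis, ihfA and ihfB, lay below long genes as a class. Under heat in the logarithmic phase, the median log2 difference of 86 such genes with at least 20 implied fragments lay at -0.49 relative to genes over 1000 bp in FPKM, and at -0.028 in implied fragments scaled by library size. The offset taken off the gene length was 274.2, 273.1 and 280.02 bp in Therm_Log against 279.2, 289.6 and 290.1 bp in Norm_Log. The class difference may thus come mostly from the effective length. It does not cover the whole fall of hupB, which was -0.92 in FPKM and, at -0.46, still past the threshold in scaled implied fragments. The fall of hupA was -0.79 in FPKM and -0.31 in scaled implied fragments, where it did not pass. In the stationary phase the class lay at -0.58 in FPKM and -0.35 in scaled implied fragments, so a length effect and a real fall of short genes cannot be told apart there.

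The median of all genes was higher in Therm_Sta than in Norm_Sta. With the 50 genes of most fragments left out of each library total, the median difference was 0.18, against 0.26 in the same computation with none left out, so a few abundant RNAs do not explain the whole shift. A change in total mRNA was not tested.

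The RNAs ssrA, csrB and rnpB were singled out after their values were seen. The estimated share of ssrA (b2621, 2755593 to 2755955) in the mapped fragments was 13.2% to 20.6% in Therm_Sta, 5.83% to 10.9% in Norm_Sta and 4.57% to 8.72% in the other groups. Its log2 difference under heat in the stationary phase was 0.89 ± 0.31 (SE, limma adjusted p = 0.0392, higher in 3 of 3 libraries), and this call was not stable. It was lost without Norm_Sta replicate 3 (0.76, adjusted p = 0.131), Norm_Sta replicate 1 (0.75, 0.122), Therm_Sta replicate 1 (0.70, 0.102) or Therm_Sta replicate 2 (0.97, 0.0599). In the same contrast csrB (b4408) and rnpB (b3123) fell (-1.36 ± 0.18 and -1.28 ± 0.20). These RNAs are of similar length, and genes of 340 to 390 bp had a median of -0.083, so a length effect does not account for the rise of ssrA. Relative to genes over 1000 bp this class lay at -0.44 in FPKM and -0.31 in scaled implied fragments. A part of the falls of csrB and rnpB may thus go with their length. The stability of ssrA, csrB and rnpB at 45 °C was not tested.

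Within Therm_Log, replicate 3 had a higher level of the sigma32 set (2.28 on the scale of the plot of gene sets) than replicates 1 and 2 (1.58 and 1.52). With 3 libraries no test for an outlying library was made.

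Gene dosage between origin and terminus was tested as the slope of the log2 difference on the distance from the origin. The slopes per Mb were -0.037 and 0.080 under heat in the logarithmic and stationary phase, 0.12 and 0.23 between the phases at 37 °C and 45 °C, and 0.12 for the interaction. The circular shift p was 0.0274 for the phases at 45 °C and 0.137 after adjustment over the 5 tests, and the others were not below 0.117 unadjusted. A dosage effect was neither shown nor excluded.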
